# Brain xanthophyll content and exploratory gene expression analysis: subspecies differences in rhesus macaque

**DOI:** 10.1186/s12263-017-0557-3

**Published:** 2017-03-08

**Authors:** Emily S. Mohn, John W. Erdman, Martha Neuringer, Matthew J. Kuchan, Elizabeth J. Johnson

**Keywords:** Lutein, Zeaxanthin, Rhesus monkey, Subspecies, Brain, RNA-sequencing

## Abstract

**Background:**

The dietary xanthophylls, lutein and zeaxanthin, accumulate in primate retina and brain, and emerging evidence indicates neural lutein content may be beneficial for cognition. Neural xanthophyll content in primates varies greatly among individuals, and genetic factors are likely to be significant contributors. Subspecies of rhesus macaques originating from different geographic locations are known to differ genetically, but the effect of origin on gene expression and carotenoid status has not been determined. The study objective was to determine whether xanthophyll status and expression of carotenoid-related genes, as well as genes with known variants between subspecies, differ between the brains of adult rhesus monkeys of Indian and Chinese origin.

**Methods:**

Samples of prefrontal cortex, cerebellum, and striatum were collected from adult monkeys (*n* = 9) fed a standard stock diet containing carotenoids. Serum and brain carotenoids were determined using reverse-phase high-performance liquid chromatography. For each brain region, RNA sequencing and real-time quantitative polymerase chain reaction were used to determine differentially expressed genes between the subspecies.

**Results:**

Indian-origin monkeys had higher xanthophyll levels in brain tissue compared to Chinese-origin monkeys despite consuming similar amounts of dietary carotenoids. In a region-specific manner, four genes related to carotenoid and fatty acid metabolism (*BCO2*, *RPE65*, *ELOVL4*, *FADS2*) and four genes involved in the immune response (*CD4*, *CD74*, *CXCL12 LTBR*) were differentially expressed between Indian- and Chinese-origin monkeys. Expression of all four genes involved in carotenoid and fatty acid metabolism were correlated with brain xanthophyll concentration in a region-specific manner.

**Conclusions:**

These results indicate that origin is related to differences in both gene expression and xanthophyll content in the brain. Findings from this study may have important implications regarding genetic diversity, lutein status, and cognition in primates.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12263-017-0557-3) contains supplementary material, which is available to authorized users.

## Background

Lutein is a xanthophyll carotenoid found in a variety of colorful fruits and vegetables, as well as in dark leafy greens and eggs [1]. Animals cannot synthesize lutein, and therefore its presence in the body is a result of dietary consumption [2]. Lutein and its isomer zeaxanthin accumulate in the macula of the primate retina to form macular pigment (MP). In the macula, lutein and zeaxanthin function to protect the eye from oxidative damage both by filtering harmful blue light and by their antioxidant activity [3, 4]. More recently it has been discovered that lutein, and in smaller amounts, zeaxanthin, also preferentially accumulate in the primate brain [5–7]. Current evidence indicates that lutein may have an important role in maintaining and improving brain function and cognition, with studies showing that MP optical density (MPOD) [8–11], as well as serum and brain lutein concentrations, are associated with better cognition in humans [6].

It is well established that there is a high amount of inter-individual variability in serum carotenoid levels [12, 13]. A major contributing factor is the large variability in intestinal absorption of carotenoids [14]. Additionally, MP response to dietary and supplemental lutein/zeaxanthin is highly variable [15–17]. Genomic studies have identified a number of single nucleotide polymorphisms (SNPs) in genes involved in carotenoid uptake, transport, and metabolism that are related to MPOD and risk for age-related macular degeneration (AMD) [18, 19]. While a number of studies have documented significant variability in efficiency of uptake and storage of lutein and zeaxanthin in the eye, it is not clear whether the same variability is observed in the brain. However, it is likely that these tissues share similar mechanisms for xanthophyll uptake and deposition given that lutein is selectively taken up into this tissue just as it is in the retina [6, 7]. Evidence to support this hypothesis has been shown in both human and non-human primates where MP was significantly correlated with lutein concentrations in the brain [20, 21].

Like humans, but unlike other animal models, rhesus macaques (*Macaca mulatta*) have been shown to absorb and preferentially store xanthophylls in the eye and brain [20, 22], making them an ideal model for studying factors influencing the accumulation of lutein and zeaxanthin into neural tissue. Another advantage of using these non-human primates is that rhesus monkeys of different geographical origin (Indian and Chinese) have been shown to be genetically different, with a number of SNPs distinguishing the two subspecies from one another [23]. Therefore, utilizing both subspecies of monkeys in carotenoid research provides a unique opportunity for studying the nutrigenomics of xanthophyll absorption, deposition, and storage/metabolism in neural tissue. However, to date, no studies have investigated whether accumulation of xanthophylls in neural tissue differs between rhesus monkeys of Indian and Chinese origin when provided very similar carotenoid-containing foods. Additionally, no studies have determined the relationship between rhesus monkey origin and expression of genes related to xanthophyll metabolism and function.

The objective of this study was twofold: (1) to determine whether xanthophyll status in serum and brain differs between rhesus monkeys of different subspecies and (2) to investigate whether the brains of rhesus monkeys of Indian and Chinese origin differs in the expression of genes involved in carotenoid uptake, transport, and metabolism as well as genes with known variants between subspecies. Brain regions of interest included the prefrontal cortex (PFC), cerebellum (CER), and striatum (STR), since these regions play important but distinct roles in cognitive function [24–26].

## Methods

### Study animals and diet

Post-mortem brain samples from nine rhesus monkeys (*M. mulatta*) ranging from 7 to 16 years of age were obtained from the Tissue Distribution Program at the Oregon National Primate Research Center (ONPRC) at Oregon Health and Science University. All animals were fed a standard monkey stock diet (LabDiet #5037, St. Louis, MO) that was determined by reverse-phase high-performance liquid chromatography (HPLC) [27] to contain ~16 μmol/kg of lutein, ~6 μmol/kg of zeaxanthin, ~5 μmol/kg β-carotene, ~1 μmol/kg α-carotene, and ~0.1 μmol/kg cryptoxanthin, plus a variety of supplemental fruits and vegetables two times/week (seasonal: bananas, apples, oranges, spinach, cucumber, carrots). All Indian-origin monkeys were born at the ONPRC, while monkeys of Chinese origin were obtained as young adults and lived for 3 years at the ONPRC prior to termination. After termination, PFC, CER, and STR were dissected, frozen at −0 °C and shipped on dry ice overnight to Tufts University for analysis. Tissues were kept frozen at −80 °C until analysis.

### Carotenoid extraction from brain regions and serum

Extraction of carotenoids from brain regions was adapted from previous methods [28] and has been described in detail [20]. Seven of the nine monkeys had serum collected at termination that was available for carotenoid analysis. Carotenoids were extracted from serum as previously described [29]. HPLC was used to separate and quantify carotenoids [29]. For serum, total lutein (sum of *cis* and *trans* isomers) was used for the data analysis. In the brain, only the *trans* isomer of lutein was detected. For the other carotenoids, including zeaxanthin, only the *trans* isomers were detected in serum and brain. Carotenoid data (both serum and brain) are expressed as mean ± standard error of mean.

### Total RNA extraction from rhesus monkey brain for RNA sequencing and RT-PCR

From the nine monkeys, three from each subspecies were selected for RNA sequencing (RNA-seq) analysis that were matched for age (13 ± 4 years and 11 ± 1 year for Indian- and Chinese-origin monkeys, respectively) and sex (two females and one male in each group). Total RNA was isolated from PFC, CER, and STR using the RNeasy lipid tissue mini kit (Qiagen) per manufacturer’s instructions. RNA purity and concentrations were determined using a NanoDrop ND-1000 (Thermo Fisher Scientific). All RNA samples had a 260/280 ratio greater than 2.05. One to 2 μg RNA was aliquoted for RNA-seq analysis. RNA integrity was determined to be satisfactory for sequencing using an AATI (Advanced Analytical Technologies, Inc) Fragment Analyzer. One microgram RNA was aliquoted for real-time quantitative polymerase chain reaction (RT-PCR).

### Library preparation, next-generation RNA sequencing, and processing of reads

RNA-seq was performed in order to explore differences in gene expression profiles in the brains of rhesus monkeys of different origin. RNA-seq uses next-generation sequencing to characterize genome-wide RNA sequences and determine their abundance in a given sample with extremely high resolution. Due to its high sensitivity and broad scope, RNA-seq is quickly becoming the preferred method over microarrays for differential gene expression studies [30].

For library preparation, the TruSeq RNA library preparation kit (Illumina, Inc) was used according to the manufacturer’s protocol. Single-end 50-bp sequencing was performed on the HiSeq 2500, High Output v4 (eight lanes flow cell) system. For this analysis six samples were sequenced per lane (total of three lanes used, one for each brain region). Quality control of the resulting reads was performed using the FastQC tool on the Tufts Galaxy server. Additional file 1: Table S1 shows the average number of reads and the mean quality score (PHRED format) for Indian- and Chinese-origin groups for each brain region.

### Mapping of RNA-seq reads using TopHat

Sequence reads were aligned to the Ensembl rhesus monkey reference genome (mmul1) using TopHat for Illumina (version 1.5.0) on the Tufts University Galaxy server. TopHat aligns reads to mammalian-sized genomes using the high-throughput short read aligner Bowtie and then analyzes the mapping results to identify splice junctions between exons [31]. Default settings for TopHat were used.

### Differential expression testing using Cuffdiff

Using the resulting BAM files (.bam) containing mapped reads from TopHat and a reference *M. mulatta* iGenome GTF annotation file, transcripts were assembled and normalized to fragments per kilobase of exon per million fragments (FPKM) expression units to estimate the relative abundance of transcripts. Differential expression of FPKM estimates was determined using Cuffdiff [32]. Differential gene expression is expressed as fold change between Indian- and Chinese-origin monkeys. Differences in gene expression between monkeys of different origin were determined using two-tailed Student’s *t* tests. Resulting *p* values were adjusted for multiple testing using the Benjamini-Hochberg (false discovery rate) correction (*q* value).

### Validation using RT-PCR

Genes with statistically significant (*P* < 0.05) fold changes ranging from 1.25 to 3.69 (for upregulated genes) and −1.52 to −2.44 (for downregulated genes) between Indian and Chinese-origin monkeys were selected for differential expression analysis using real-time quantitative polymerase chain reaction. Complementary DNA (cDNA) was generated from total RNA (1 μg) and RT-PCR was performed using SYBR Green (Applied Biosystems 7300, Carlsbad, CA). Relative expression was calculated using the 2^–ΔΔCT^ method. After testing three different reference genes (actin gamma 1 (*ACTG1*), ribosomal protein L13a (*RPL13a*), and alpha-1,2-mannosyltransferase (*ALG9*)), *ACTG1* was determined to have the lowest variability between monkeys of different origins and among different brain regions. Therefore, it was chosen as the endogenous control for this study. Primer sequences are listed in Additional file 1: Table S2. The data is expressed as the relative RNA expression of Chinese- to Indian-origin monkeys.

### Statistical analysis

Two-tailed student’s *t* test was performed to determine differences in each carotenoid and in gene expression between monkeys of different origins. Pearson’s correlation analysis was performed to determine the association between brain xanthophyll concentration and gene expression. Given the exploratory nature of this pilot study, significance was set at the 0.1 level.

## Results

### Carotenoid profile in serum

Mean carotenoid profiles in serum of all Indian- and Chinese-origin monkeys for which samples were available (*n* = 7; three Indian-origin, four Chinese-origin) are shown in Fig. 1a. Lutein was the major carotenoid detected in serum for both Indian- (318 ± 127 nmol/L) and Chinese-origin (94.3 ± 26.5 nmol/L) rhesus monkeys. Other carotenoids detected in both subspecies included zeaxanthin (70.2 ± 28.7 nmol/L and 18.6 ± 5.0 nmol/L, Indian and Chinese, respectively) and β-carotene (35.7 ± 15.5 nmol/L and 11.90 ± 2.86 nmol/L, Indian and Chinese respectively). Cryptoxanthin and α-carotene were only detected in one monkey, which was of Indian origin. Between subspecies, lutein and zeaxanthin concentrations were greater in monkeys of Indian origin compared to Chinese origin (*p* = 0.09). β-carotene concentrations also tended to be higher in monkeys of Indian origin, but this was not statistically significant (*p* = 0.14).

**Fig. 1:**
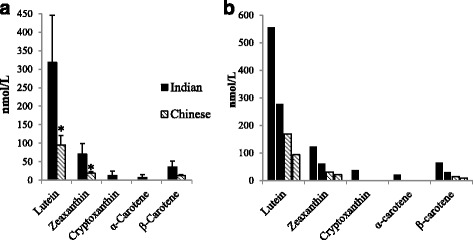
Mean (±SEM) carotenoid content in serum of rhesus macaque of different origin in **a** (*n* = 4 Chinese, *n* = 3 Indian) and **b** subset used for gene expression analysis (*n* = 2 for each origin). Lutein (cis+trans) and zeaxanthin (trans, no cis present) concentrations (nmol/L) were greater in monkeys of Indian origin vs. Chinese (Fig. 1a. *p < 0.09, Student’s *t* test)

Serum carotenoid profiles in the subset of monkeys selected for brain gene expression analysis are shown in Fig. 1b (*n* = 4, two Indian-origin, two Chinese-origin). The average lutein concentration in the Indian-origin monkeys was 417 nmol/L, over three times greater than the average concentration of the Chinese-origin monkeys (132 nmol/L). For zeaxanthin, the average concentration in Indian-origin monkeys was 92.6 nmol/L while the concentration in Chinese monkeys was 26.4 nmol/L. Serum β-carotene concentration was four times higher in Indian-(47.7 nmol/L) versus Chinese-origin monkeys (11.9 nmol/L).

### Lutein and zeaxanthin concentration in the brain

Lutein and zeaxanthin concentrations in PFC, CER, and STR of all Indian-(*n* = 4) and Chinese-origin (*n* = 5) monkeys are shown in Fig. 2a and c, respectively. Rhesus monkeys had the same distribution pattern of lutein and zeaxanthin among the three regions regardless of origin. Namely, xanthophyll levels tended to be the highest in STR, followed by PFC and the lowest in CER (Indian origin *p* = 0.1; Chinese origin *p* < 0.05). In PFC and CER, lutein concentrations were greater in monkeys of Indian origin compared to those of Chinese origin (Fig. 2a, *p* = 0.08 for both). Similarly, zeaxanthin concentrations were higher in the PFC and CER of these animals compared to Chinese (Fig. 2c, *p* < 0.05 for both). Lutein and zeaxanthin concentrations also tended to be higher in the STR of Indian-origin monkeys compared to Chinese origin; however, this was not statistically significant (*p* = 0.14 and *p* = 0.16, respectively).

**Fig. 2:**
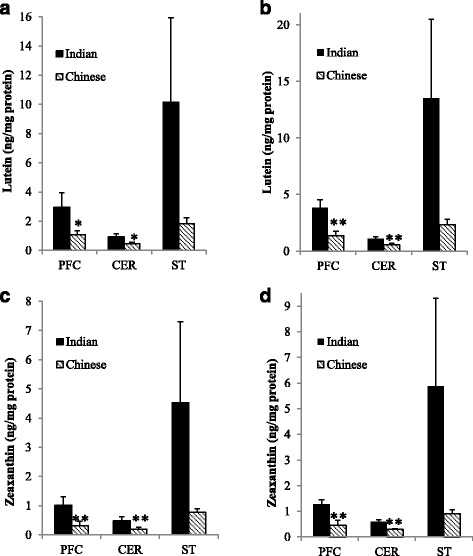
Mean xanthophyll concentrations (ng/mg protein) ±SEM in prefrontal cortex (PFC), cerebellum (CER), and striatum (STR) of rhesus macaques of different origin. Lutein concentrations were greater in monkeys of Indian origin compared to Chinese in PFC and CER in **a** all monkeys analyzed (*p < 0.1, Student’s *t* test, *n* = 5 Indian, *n* = 4 Chinese) and **b** in subset of monkeys selected for gene expression analysis (**p < 0.05, Student’s *t* test, *n* = 3 per group). Zeaxanthin concentrations were greater in monkeys of Indian origin compared to Chinese in PFC and CER in **c** all monkeys analyzed (*n* = 9) and **d** in subset of monkeys selected for gene expression analysis (*n* = 6), **P < 0.05 for both, Student’s *t* test

Lutein and zeaxanthin concentrations in PFC, CER, and STR of Indian- and Chinese-origin monkeys selected for gene expression analysis (*n* = 3 per group) are shown in Fig. 2b and d, respectively. Both lutein and zeaxanthin concentrations were significantly higher in PFC and CER of Indian-origin monkeys compared to Chinese-origin (*p* < 0.05 for all comparisons). Individual xanthophyll concentrations for this subset of rhesus monkeys are shown in Additional file 2: Figures S1, S2, and S3.

### Differences in gene expression between monkeys of Indian and Chinese origin using RNA-Seq

Given that xanthophyll concentrations differ in the brain between Indian- and Chinese-origin rhesus monkeys, we elected to focus this analysis on genes that are known to be related to carotenoid uptake/transport (*NPC1L1*, *ABCG5*, *ABCA1*, *SCARB1*, *LIPC*), carotenoid binding in neural tissue (*GSTP1*, *STARD3*) and carotenoid metabolism (*BCO1*, *BCO2*), as well as genes involved in long-chain omega-3 polyunsaturated fatty acid (PUFA) metabolism and synthesis (*ELOVL2/4/5* and *FADS1/2*), which have been shown to be related to xanthophyll uptake and accumulation in neural tissue [18, 19] and genes related to maculopathies and low macular xanthophyll status (*RPE65*, *ALDH3A2*) (Table 1). 

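RNA from the prefrontal cortex (PFC), cerebellum (CER) and striatum (STR) of 3 Chinese-origin and 3 Indian-origin monkeys was sequenced, which makes 18 libraries. The Indian-origin monkeys were 7.5, 15 and 16 years old, and the Chinese-origin monkeys 10.5, 11 and 11.5 years old. All 6 libraries of a region shared 1 lane, so the origins were compared within a lane, and the 3 regions came from the same 6 monkeys, so their results are not independent. By the paper's Table S1, the mean number of reads in Chinese-origin monkeys was 43522584 (SD 588885) in PFC, 50180395 (SD 1238260) in CER and 39881422 (SD 3718910) in STR. The paper's means for Indian-origin monkeys were 41761479 (SD 3293565) in PFC, 47902114 (SD 4730013) in CER and 33834270 (SD 3448786) in STR.
The values analysed here are those of the authors' deposited table for each region, which holds the Cuffdiff comparison of the origins. For each gene it gives 1 pooled FPKM per origin, the log2 fold change, a test statistic, a p-value and a q-value. Values per monkey were not analysed here, so the spread between monkeys is unknown, and the precision of a fold change is given as the standard error implied by the authors' log2 fold change and test statistic. Log2 fold changes are Chinese over Indian origin throughout, and coordinates are those of mmul1. The authors' deposited table lists a completed test for 16579 of 30246 genes in PFC, 16072 in CER and 16160 in STR, and most of the other genes had too few reads. Over genes with an FPKM of at least 1 in at least 1 origin, the median log2 fold change in the authors' deposited table was 0.20 in PFC, 0.10 in CER and 0.31 in STR. A value called relative to the median has that number subtracted and was tested again, two-sided, with the same standard error.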

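BCO2 and ELOVL4 were the 2 genes of Table 1 with higher expression in the PFC of Chinese-origin monkeys. BCO2 encodes a mitochondrial enzyme that cleaves carotenoids, and ELOVL4 an elongase of very-long-chain fatty acids. The authors' deposited table gives BCO2 a pooled FPKM of 6.74 in Chinese-origin and 4.10 in Indian-origin PFC, a log2 fold change of 0.72 (standard error 0.26, p = 0.00594). For ELOVL4, the FPKM in the authors' deposited table was 33.6 in Chinese-origin and 26.9 in Indian-origin PFC, a log2 fold change of 0.32 (standard error 0.16, p = 0.0425). BCO2 (ENSMMUG00000015249, listed by the authors without a symbol and named here from the reference annotation) lies on chromosome 14 from 110644223 to 110684595. ELOVL4 (ENSMMUG00000020208) lies on chromosome 4 from 76014485 to 76048038. Of the 14 Table 1 genes tested in PFC, 2 were higher and 0 lower at the unadjusted level of 0.1 that the authors set, and 1 (BCO2, adjusted p = 0.0831) remained when adjusted over the list alone. After subtraction of the PFC median, the authors' values give BCO2 a log2 fold change of 0.52 (p = 0.0459) and ELOVL4 one of 0.12 (p = 0.439), so that ELOVL4 no longer passed. On the same footing ALDH3A2, a fatty aldehyde dehydrogenase, was lower in Chinese-origin PFC, with a log2 fold change of -0.35 (p = 0.0104 from the authors' test statistic, not adjusted over the list). Before the subtraction ALDH3A2 did not pass (p = 0.260 in the authors' deposited table).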

In the PFC, *BCO2* (1.64 fold change, *p* < 0.01) and *ELOVL4* (1.25 fold change, *p* < 0.05) have higher expression in monkeys of Chinese origin compared to Indian origin. Similarly, in the striatum, *BCO2* expression was higher in Chinese-origin monkeys compared to Indian (1.69 fold change, *p* = 0.01). In this region, expression of the fatty acid desaturase genes *FADS1* (1.55 fold change, *p* = 0.01) and *FADS2* (1.32 fold change, *p* = 0.05), as well as the cholesterol transporter, *ABCA1* (1.43 fold change, *p* = 0.06), and receptor, *SCARB1* (1.20 fold change, *p* = 0.09), were also higher in Chinese monkeys compared to Indian. 

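In STR, BCO2 was higher in Chinese-origin monkeys by about the same factor as in PFC. The authors' deposited table lists a pooled FPKM of 14.0 for Chinese-origin and 8.28 for Indian-origin STR, a log2 fold change of 0.76 (standard error 0.31, p = 0.0148). In CER the BCO2 values of the authors' deposited table were 4.00 and 2.53, a log2 fold change of 0.66 (standard error 0.44, p = 0.131), which did not pass. The difference of the BCO2 log2 fold changes between PFC and STR was -0.04 (standard error 0.41, p = 0.913 from the authors' test statistics). After subtraction of the STR median the BCO2 log2 fold change was 0.45 (p = 0.148 from the authors' test statistic), no longer past the level of 0.1. The paper's RT-PCR, made relative to ACTG1 and not analysed here, also gave higher BCO2 in Chinese-origin STR, as well as higher ELOVL4 and FADS1. It did not list BCO2 or ELOVL4 among the genes that differed in PFC. From higher BCO2 expression in Chinese-origin monkeys and its inverse correlation with xanthophyll concentration in STR, the paper proposes that origin differences in neural xanthophyll content may in part reflect metabolism or degradation.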

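The 4 other Table 1 genes with higher expression in Chinese-origin STR were FADS1 and FADS2, the desaturases of polyunsaturated fatty acid synthesis, and ABCA1 and SCARB1, which move cholesterol out of and into cells. FADS1 (ENSMMUG00000013798, chromosome 14 from 12266600 to 12280684) had a pooled FPKM of 51.4 in Chinese-origin and 33.2 in Indian-origin STR in the authors' deposited table. Its log2 fold change in the authors' deposited table was 0.63 (standard error 0.24, p = 0.0100). FADS2 (ENSMMUG00000000327), its neighbour from 12160946 to 12201658, had a log2 fold change of 0.40 in the authors' deposited table (standard error 0.21, p = 0.0500). ABCA1 (ENSMMUG00000020608, chromosome 15 from 31310725 to 31449295) had an FPKM of 6.85 in Chinese-origin and 4.78 in Indian-origin STR in the authors' deposited table, a log2 fold change of 0.52 (standard error 0.27, p = 0.0558). SCARB1 (ENSMMUG00000016486, chromosome 11 from 126092659 to 126176851) had a log2 fold change of 0.27 there (standard error 0.16, p = 0.0871 in the authors' deposited table). Together with BCO2, 5 of the 13 Table 1 genes tested in STR were higher and 0 lower at the authors' unadjusted level, and 2 (BCO2 and FADS1) when adjusted over the list alone.
Markers of excitatory cortical neurons were higher in the same Chinese-origin samples. Their median log2 fold change was 1.42 over 11 measured genes of the authors' deposited table, of which 6 were higher at q under 0.1. Among them, SLC17A7, the vesicular glutamate transporter of cortical neurons, had an FPKM of 59.6 in Chinese-origin and 12.2 in Indian-origin STR in the authors' deposited table. Genes at least 5 times higher in PFC than in STR implied a median share of cortical RNA of 10.9% in Chinese-origin STR. These genes were chosen by a mean STR FPKM that includes the Chinese-origin value, which may make this share too low. Relative to the STR median, that share would put FADS1 at 0.10, FADS2 at -0.01, ABCA1 at -0.12 and SCARB1 at -0.10. With the STR median subtracted, none of FADS1 (0.32, p = 0.190), FADS2 (0.09, p = 0.648), ABCA1 (0.21, p = 0.439) and SCARB1 (-0.04, p = 0.785) passed by the authors' test statistics, and SCARB1 changed sign. However, the median log2 fold change in STR fell from 0.45 in the lowest of 8 classes of mean FPKM to 0.18 in the highest. Subtraction of 0.31 from every gene may thus take too much from genes with a high FPKM.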

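RPE65 was the 1 gene of Table 1 past the unadjusted level of 0.1 in CER, and it was lower in Chinese-origin monkeys. It encodes the retinoid isomerase of the visual cycle. The pooled FPKM of RPE65 (ENSMMUG00000002752, chromosome 1 from 71219759 to 71238883) in the authors' deposited table was 0.789 in Chinese-origin and 1.91 in Indian-origin CER. Its log2 fold change was -1.27 in the authors' deposited table (standard error 0.59, p = 0.0296), and -1.37 relative to the median (p = 0.0192). In PFC the authors' deposited table lists a log2 fold change of -0.36 for RPE65 (p = 0.436), and in STR one of -0.45 (p = 0.262). The difference between CER and STR was -0.82 (standard error 0.71, p = 0.248 from the authors' test statistics), so a difference between the regions was not shown. RPE65 relative to the median of STR was also lower in Chinese-origin STR, with p = 0.0592 by the authors' test statistic. The paper's RT-PCR, not analysed here, gave lower RPE65 in Chinese-origin PFC and CER.
Of 7 measured genes of ependyma and choroid plexus, 4 were lower and 0 higher in the same Chinese-origin CER samples at q under 0.1 in the authors' deposited table. In the authors' deposited table, TTR, the thyroid hormone carrier made by the choroid plexus, had an FPKM of 639.7 in Chinese-origin and 2059.5 in Indian-origin CER. KL, FOLR1 and CLIC6, also transcribed in the choroid plexus, fell with it in the authors' deposited table, with log2 fold changes from -1.97 to -1.80, while OTX2 did not pass (-0.62). Of the other 10 Table 1 genes tested in CER, log2 fold changes in the authors' deposited table lay on both sides of 0 and none passed.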

In the CER, only *RPE65* had a significant fold change, with lower expression (−2.44 fold change, *p* = 0.03) in monkeys of Chinese origin compared to Indian origin. However, all gene expression differences lost statistical significance when adjusted for multiple comparisons (*q* > 0.1).

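No gene of carotenoid handling or fatty acid synthesis in Table 1 reached q under 0.1 by Cuffdiff in any region. In the authors' deposited table the smallest q in Table 1 was 0.152 in PFC (BCO2), 0.745 in CER (RPE65) and 0.139 in STR (FADS1). At an unadjusted p under 0.05, the authors' values give 2 genes in PFC, 1 in CER and 2 in STR. The plot of Table 1 genes shows the log2 fold change of each gene with its interval.

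**Figure D1:**
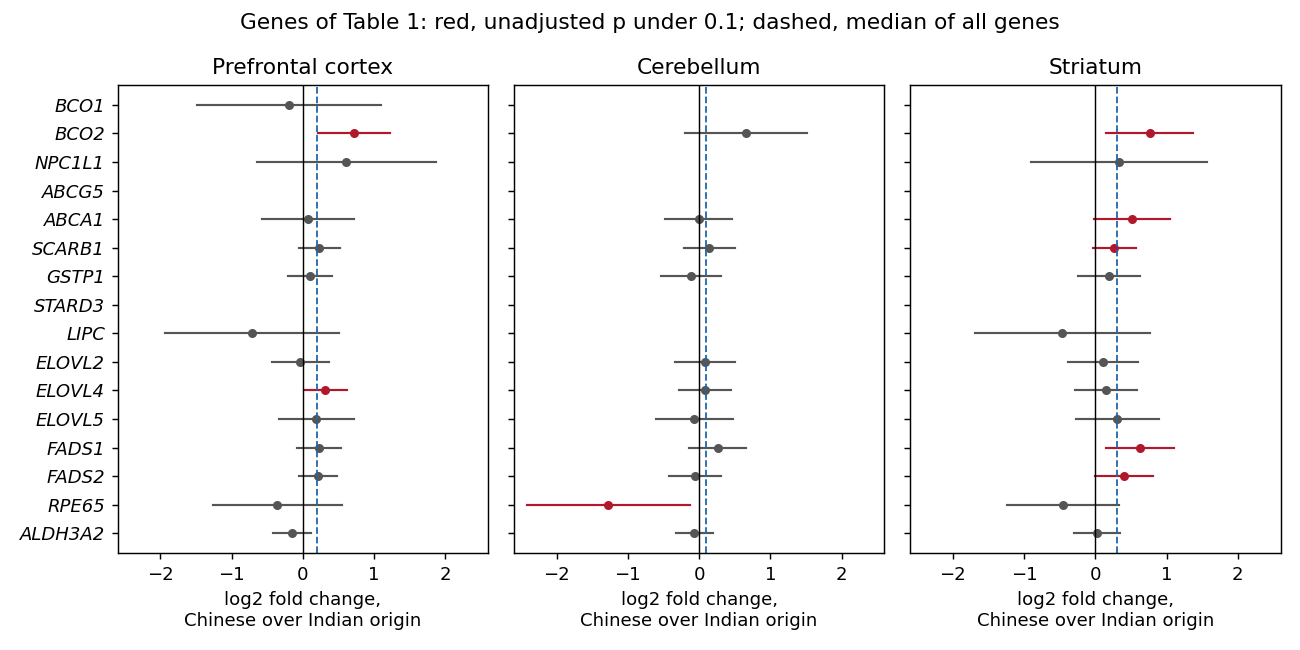
Log2 fold change (Chinese over Indian origin) of the Table 1 genes with a completed test in PFC, CER and STR, from the authors' deposited table. Bars are 95% intervals from the implied standard error, red marks an unadjusted p under 0.1, and the dashed line is the median of all genes in that region. RPE65 in CER is the only red gene to the left of 0.

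Among genes of the same pathways outside Table 1, several did pass. Of 19 measured genes of fatty acid elongation, desaturation and transport, 2 were higher in PFC, 0 in CER and 4 in STR at q under 0.1 in the authors' deposited table, and none was lower. MFSD2A, which carries docosahexaenoic acid across the blood-brain barrier, had a log2 fold change of 0.56 in PFC (q = 0.0125) and 0.65 in STR (q = 0.0226) in the authors' deposited table. The stearoyl-CoA desaturases SCD (0.67, q = 0.0420) and SCD5 (0.49, q = 0.00527) and the desaturase relative FADS3 (0.84, q = 0.0388) were higher in STR in the authors' deposited table. Adjusted over the list alone, 6 genes of this group were higher in PFC and 4 in STR. Of 25 measured genes of carotenoid and retinoid handling, 1 was higher and 1 lower in PFC, and 4 were higher in STR, at q under 0.1 in the authors' deposited table. In CER 0 of 24 were higher and 1 lower. The lower gene was the choroid plexus gene TTR in both PFC and CER. The list's median lay at percentile 28.6 of random lists matched on expression in PFC, 0.29 in CER and 52.3 in STR, and that of the fatty acid list at 98.8, 96.3 and 77.4. The retinoic acid receptor RARA was higher in PFC (0.44, q = 0.00193) and STR (0.85, q = 0.00189), and the retinol carrier RBP4 in STR (1.41, q = 0.0103), by the authors' deposited table. None of these 6 genes kept q under 0.1 in the test relative to the median. Of 21 measured genes of cholesterol synthesis in PFC, 1 was higher at q under 0.1, HMGCS1 (0.37, q = 0.0245 in the authors' deposited table), and in STR none of 19 passed.
Over all tested genes, the authors' deposited table holds 517 genes with q under 0.1 in PFC (456 higher and 61 lower in Chinese-origin monkeys), 256 in CER (157 higher, 99 lower) and 968 in STR (932 higher, 36 lower). Tested relative to the median, 154 genes passed in PFC (59 higher, 95 lower), 192 in CER (74 higher, 118 lower) and 186 in STR (114 higher, 72 lower), counts whose balance follows in part from the subtraction itself.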

**Table 1:** Relative expression of genes (fold change, Chinese vs. Indian) involved in xanthophyll uptake and metabolism in prefrontal cortex (PFC), cerebellum (CER), and striatum (STR) of Indian and Chinese-origin rhesus monkeys (*n* = 3 per group)

	Fold change-PFC	*p* value	Fold change-CER	*p* value	Fold change-STR	*p* value
BCO1	−1.15	0.77	2.75	0.99	1.84	0.37
**BCO2**	*1.64*	*0.006*	1.58	0.13	*1.69*	*0.01*
NPC1L1	1.54	0.34	−1.06	0.91	1.26	0.60
ABCG5	−1.37	0.99	1.17	0.68	1.06	0.91
*ABCA1*	1.05	0.84	−1.01	0.99	*1.43*	*0.06*
*SCARB1*	1.18	0.12	1.10	0.43	*1.20*	*0.09*
GSTP1	1.07	0.52	−1.09	0.59	1.15	0.38
STARD3	1.09	0.99	1.07	0.99	1.31	0.99
LIPC	−1.61	0.25	1.38	0.99	−1.37	0.46
ELOVL2	−1.02	0.87	1.06	0.71	1.08	0.67
**ELOVL4**	*1.25*	*0.04*	1.06	0.66	1.11	0.50
ELOVL5	1.14	0.49	−1.05	0.81	1.24	0.29
**FADS1**	1.17	0.15	1.20	0.20	*1.55*	*0.01*
**FADS2**	1.16	0.12	−1.04	0.75	*1.32*	*0.05*
**RPE65**	−1.28	0.44	*−2.44*	*0.03*	−1.37	0.26
ALDH3A2	−1.11	0.26	−1.05	0.61	1.02	0.89

Fold change calculated by dividing fragments per kilobase of transcript per million mapped reads (FPKM) Chinese origin by FPKM Indian origin. Genes in italics showed a significant difference in expression in at least one brain region. Genes in bold were selected for RT-PCR analysis

A number of known single nucleotide polymorphisms (SNPs) have previously been identified between rhesus monkeys of Indian and Chinese origin [23]. However, whether there are also differences in expression of these genes between the different subspecies has not yet been determined. Therefore, we also elected to look at differences in expression of these genes (Table 2). 

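Of the genes with known variants between the subspecies, those with q under 0.1 by Cuffdiff were CD4, CD74 and CXCL12, all of immune function and higher in Chinese-origin monkeys. At the authors' unadjusted level of 0.1, 3 genes were higher and 1 lower of 24 tested in PFC, 2 higher and 1 lower of 22 in CER, and 7 higher and 0 lower of 22 in STR. Among those higher in at least 1 region were CD4, CD74, CXCL12 and CCR1 of the immune system, NOS1 of neurotransmission, and ADRBK2, a kinase of G protein-coupled receptors. LTBR in PFC and NPY in CER were the lower ones. ADRBK2 (ENSMMUG00000023790, chromosome 10 from 69427574 to 69544213) had a log2 fold change of 0.61 in STR in the authors' deposited table (standard error 0.35, p = 0.0844). Adjusted over the list alone, 2 genes passed in PFC, 0 in CER and 3 in STR, the same counts as at q under 0.1 in the authors' deposited table. Of the 7 genes in STR, 3 passed relative to the median by the authors' test statistics (CD4, CD74 and CXCL12), and ADRBK2 did not (p = 0.399).

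**Figure D2:**
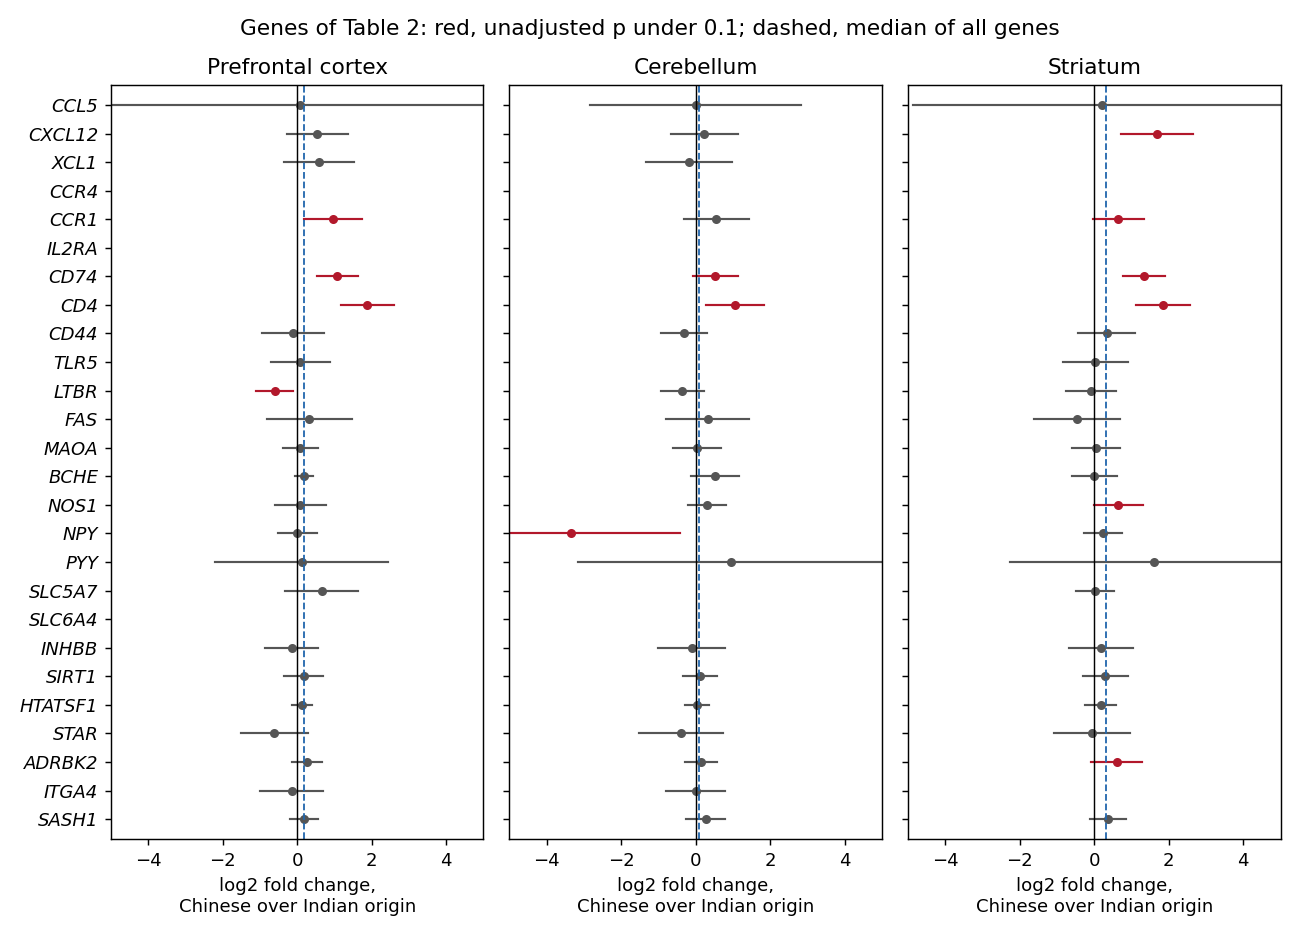
Log2 fold change (Chinese over Indian origin) of genes of Table 2 with a completed test in PFC, CER and STR, from the authors' deposited table. Bars are 95% intervals from the implied standard error, clipped at the edge of the plot for genes with few reads, red marks an unadjusted p under 0.1, and the dashed line is the median of all genes. CD4 and CD74 are red in all 3 regions.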

Of the 27 genes analyzed, 9 were differentially expressed in at least one brain region. 

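CD4, the coreceptor of helper T cells that macrophages and microglia also carry, had the largest log2 fold change among Table 2 genes with a completed test in PFC and STR. CD74, the invariant chain that guides MHC class II molecules to their peptides, was higher in the same samples. The authors' deposited table gives CD4 (ENSMMUG00000013202, chromosome 11 from 6967963 to 7001757) an FPKM of 5.64 in Chinese-origin and 1.53 in Indian-origin PFC, a log2 fold change of 1.89 (standard error 0.36, p = 1.45e-07). In STR its FPKM there was 12.0 and 3.35, a log2 fold change of 1.84 (standard error 0.37, p = 5.93e-07 in the authors' deposited table). In CER it was 4.32 and 2.06, a log2 fold change of 1.06 (standard error 0.40, p = 0.00755 in the authors' deposited table). CD74 (ENSMMUG00000009113, chromosome 6 from 146878525 to 146887972) had an FPKM of 35.8 in Chinese-origin and 17.0 in Indian-origin PFC, a log2 fold change of 1.08 (standard error 0.28, p = 1.02e-04 in the authors' deposited table). The authors' deposited table lists 77.8 and 30.8 for CD74 in STR, a log2 fold change of 1.34 (standard error 0.29, p = 4.33e-06). For CER it lists 37.0 and 25.7, a log2 fold change of 0.53 (standard error 0.31, p = 0.0873 in the authors' deposited table). Both genes relative to the median passed in PFC and STR, and CD4 but not CD74 in CER (p = 0.0152 and 0.163 from the authors' test statistics).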

In all three regions, *CD74* and *CD4*, genes that encode proteins important for antigen presentation and immune function, were differentially expressed (*p* ≤ 0.0001), with expression levels higher in Chinese monkeys compared to Indian. In STR, *CXCL12*, a gene encoding a chemokine, expression was also significantly higher in Chinese-origin monkeys (3.22 fold change, *p* < 0.001). 

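CXCL12, the chemokine that binds CXCR4 and draws lymphocytes and neural precursors, was more than 3 times as high in Chinese-origin as in Indian-origin STR. The authors' deposited table lists a pooled FPKM of 9.76 and 3.03 for CXCL12 (ENSMMUG00000012181, chromosome 9 from 44548289 to 44557395), a log2 fold change of 1.69 (standard error 0.49, p = 5.84e-04). Relative to the median, the log2 fold change was 1.38 (p = 0.00498 from the authors' test statistic). In PFC the authors' deposited table gives CXCL12 a log2 fold change of 0.54 (standard error 0.42, p = 0.192), and in CER one of 0.24 (p = 0.610). The log2 fold changes of PFC and STR differed by -1.15 (standard error 0.64), with p = 0.0746 from the authors' test statistics and an adjusted p of 0.581 over the named genes. The paper's RT-PCR, not analysed here, gave higher CXCL12 in Chinese-origin CER. In STR it listed CD4 as higher, and none of CXCL12, CD74 and CCR1 as differing.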

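After adjustment over all tested genes, CD4 and CD74 stayed higher in Chinese-origin PFC and STR, and CXCL12 in STR. In PFC the q-value in the authors' deposited table was 2.48e-05 for CD4 and 0.00707 for CD74. In STR it was 6.88e-05 for CD4, 3.46e-04 for CD74 and 0.0186 for CXCL12 in the authors' deposited table. CXCL12 had q = 0.711 in PFC in the authors' deposited table. CD74 in PFC had an adjusted p of 0.129 in the test relative to the median, by the authors' test statistics, and no longer passed. In CER the authors' deposited q-values were 0.324 for CD4 and 1.00 for CD74 and CXCL12. Another class II gene, named MAMU-DQB1 by the authors and MAMU-DRB1 by the reference annotation, was higher in all 3 regions, with q = 0.00117 in PFC, 7.19e-04 in CER and 3.93e-11 in STR in the authors' deposited table.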

Fold change expression of these three genes in PFC and STR remained statistically significant after adjusting for multiple comparisons (*q* < 0.01).

**Table 2:** Relative expression of genes (fold change, Chinese vs. Indian) with known variants between rhesus monkeys of different origin in the prefrontal cortex (PFC), cerebellum (CER), and striatum (STR) (*n* = 3 per group)

	Fold change-PFC	*p* value	Fold change-CER	*p* value	Fold change-STR	*p* value
CCL5	1.07	0.98	1.01	0.99	1.15	0.94
**CXCL12**	1.45	0.19	1.18	0.61	*3.22*	*0.00058*
XCL1	1.43	0.42	0.89	0.77	3.57	0.11
CCR4	1.50	0.67	1.27	0.72	1.19	0.79
**CCR1**	*1.94*	*0.02*	1.46	0.21	*1.57*	*0.07*
IL2RA	2.04	0.50	1.89	0.58	1.00	0.98
**CD74**	*2.11*	*0.0001*	*1.44*	*0.09*	*2.52*	*0.0000043*
**CD4**	*3.69*	*0.0000001*	*1.66*	*0.008*	*3.59*	*0.0000006*
CD44	−1.08	0.81	−1.12	0.31	1.27	0.38
TLR5	1.06	0.83	−1.20	0.63	1.02	0.94
**LTBR**	*−1.52*	*0.02*	−1.28	0.22	−1.06	0.80
FAS	1.27	0.58	1.24	0.57	−1.39	0.43
MAOA	1.06	0.72	1.03	0.89	1.04	0.86
BCHE	1.13	0.15	1.43	0.12	−1.01	0.99
*NOS1*	1.06	0.82	1.24	0.25	*1.57*	*0.05*
*NPY*	1.00	0.99	*−10.0*	*0.05*	1.18	0.36
PYY	1.08	0.92	1.92	0.65	3.04	0.41
SLC5A7	1.56	0.19	1.67	0.19	1.01	0.95
SLC6A4	1.67	0.67	−3.23	0.27	−1.75	0.69
**SNCA**	*1.21*	*0.10*	1.08	0.63	*1.41*	*0.04*
INHBB	−1.11	0.68	−1.08	0.82	1.13	0.68
SIRT1	1.13	0.51	1.08	0.64	1.23	0.34
HTATSF1	1.10	0.35	1.03	0.82	1.13	0.41
STAR	−1.52	0.18	−1.30	0.49	−1.04	0.91
*ADRBK2*	1.21	0.19	1.11	0.49	*1.52*	*0.08*
ITGA4	−1.10	0.74	1.01	0.99	1.80	0.32
SASH1	1.13	0.35	1.21	0.31	1.30	0.12

Fold change calculated by dividing fragments per kilobase of transcript per million mapped reads (FPKM) Chinese origin by FPKM Indian origin. Genes in italics showed a significant difference in expression in at last one brain region. Genes bold were selected for RT-PCR analysis

Expression of *CCR1*, gene encoding a chemokine receptor, was also greater in the PFC (1.94 fold change, *p* = 0.02) and STR (1.57 fold change, *p* = 0.07) of Chinese-origin monkeys compared to Indian-origin animals. 

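CCR1, a receptor for inflammatory chemokines on myeloid cells, was higher in Chinese-origin PFC and STR. In PFC the authors' deposited table gives CCR1 (ENSMMUG00000007506, chromosome 2 from 90321466 to 90327387) an FPKM of 3.40 in Chinese-origin and 1.75 in Indian-origin monkeys, a log2 fold change of 0.96 (standard error 0.40, p = 0.0164). The STR values in the authors' deposited table were 8.95 and 5.70, a log2 fold change of 0.65 (standard error 0.35, p = 0.0653). In CER its log2 fold change of 0.55 did not pass (p = 0.212 in the authors' deposited table). With the median subtracted, CCR1 passed in PFC (p = 0.0561) and not in STR (p = 0.333) by the authors' test statistics.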

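LTBR, the lymphotoxin beta receptor, was lower in Chinese-origin PFC, against the direction of most genes in that region. Its pooled FPKM in the authors' deposited table was 8.42 in Chinese-origin and 12.7 in Indian-origin PFC, a log2 fold change of -0.60 (standard error 0.25, p = 0.0185). LTBR (ENSMMUG00000020213) is listed on chromosome 11 from 6408190 to 6626375. Relative to the median, the log2 fold change was -0.79 (p = 0.00175 from the authors' test statistic). In CER the authors' deposited table gives LTBR a log2 fold change of -0.36 (p = 0.217), and in STR one of -0.08 (p = 0.800).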

Another gene related to inflammation, and a member of the tumor necrosis factor (TNF) family, *LTBR*, was differentially expressed in PFC, with expression being lower in monkeys of Chinese origin. However, differences in expression of both these genes lost significance after adjusting for multiple comparisons (*q* > 0.1). 

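Neither the chemokine receptor CCR1 nor LTBR reached q under 0.1 in any region. For CCR1 the q-value in the authors' deposited table was 0.279 in PFC and 0.389 in STR, and for LTBR it was 0.297 in PFC. The chemokine XCL1 had a log2 fold change of 0.59 in PFC in the authors' deposited table (standard error 0.47, p = 0.214), which did not pass. CD44, an adhesion receptor for hyaluronan, had log2 fold changes of -0.10 in PFC, -0.32 in CER and 0.34 in STR in the authors' deposited table, none of which passed. CCR4, IL2RA and, in STR, XCL1 had too few reads for a test in the authors' deposited table.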

Three genes related to neurotransmission (*SNCA*, *NOS1*, *NPY*) were differentially expressed. Specifically, *SNCA*, which encodes a protein (alpha-synuclein) that regulates presynaptic transmission, was observed to have higher expression in monkeys of Chinese origin in both PFC (1.21 fold change, *p* = 0.1) and STR (1.41 fold change, *p* = 0.04). *NOS1* expression was higher in Chinese-origin monkeys compared to Indian (1.57 fold change, *p* = 0.05) while *NPY* expression was significantly lower in Chinese monkeys (−10.0 fold change, *p* = 0.05). 

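NOS1, the neuronal nitric oxide synthase, was higher in Chinese-origin STR, and the neuropeptide NPY was lower in Chinese-origin CER. NOS1 (ENSMMUG00000014027, chromosome 11 from 118166787 to 118279147) had an FPKM of 5.75 in Chinese-origin and 3.66 in Indian-origin STR, a log2 fold change of 0.65 (standard error 0.34, p = 0.0520 in the authors' deposited table). NPY (ENSMMUG00000009818, chromosome 3 from 101970583 to 101976980) had an FPKM of 0.824 in Chinese-origin and 8.30 in Indian-origin CER, a log2 fold change of -3.33 (standard error 1.49, p = 0.0249 in the authors' deposited table). Its level in PFC, where it marks interneurons, was 172.9 in both origins in the authors' deposited table. In STR the authors' deposited table gives NPY an FPKM of 477 and 404 (p = 0.362). The difference of the NPY log2 fold changes between CER and STR was -3.57 (standard error 1.51, p = 0.0180 from the authors' test statistics), with an adjusted p of 0.172 over the named genes. Relative to the median, NOS1 did not pass in STR (p = 0.307) and NPY did in CER (p = 0.0210), by the authors' test statistics.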

Again, differences in expression lost significance after adjusting for multiple comparisons (*q* > 0.1).

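Neither NOS1 nor NPY reached q under 0.1. Their q-values in the authors' deposited table were 0.347 for NOS1 in STR and 0.675 for NPY in CER. MAOA, BCHE and SLC5A7, which also belong to neurotransmission, did not pass even unadjusted. The monoamine oxidase MAOA had log2 fold changes of 0.09 in PFC, 0.05 in CER and 0.06 in STR in the authors' deposited table. BCHE, which hydrolyses choline esters, had log2 fold changes of 0.18, 0.51 and 0.00 in the same order, in the authors' deposited table. The choline transporter SLC5A7 had one of 0.65 in PFC (standard error 0.50, p = 0.192) and 0.02 in STR in the authors' deposited table. Of 12 measured synaptic and neuronal genes outside Table 2, 4 were higher and 0 lower in Chinese-origin STR at q under 0.1 in the authors' deposited table, where excitatory cortical neuron markers had a median log2 fold change of 1.42 in the same samples. Of the synaptic and neuronal genes, 2 of 14 were higher in CER and 0 of 12 in PFC at the same level. SYN1 and SYN2, the synapsins of synaptic vesicles, had log2 fold changes of 0.87 (q = 0.00759) and 0.91 (q = 0.00482) in STR in the authors' deposited table.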

### Differences in gene expression between monkeys of Indian and Chinese origin using RT-PCR

Although no carotenoid-related genes had significant *q* values between monkeys of different origin, we elected to perform differential gene expression analysis using RT-PCR for genes with expression difference *p* values ≤0.05 (*BCO2*, *ELOVL4*, *FADS1*, *FADS2*, *RPE65*). Similarly, for genes with known variants between rhesus monkeys of Indian and Chinese origin, we performed differential gene expression analysis not only on genes with a significant *q* value (*CXCL12*, *CD74*, *CD4*), but also genes with expression differences *p* < 0.05 (*LTBR*, *CCR1*, *SNCA*).

Results from RT-PCR analysis are shown in Fig. 3a–c. In the PFC, *RPE65* expression was significantly lower in monkeys of Chinese origin compared to those of Indian origin (*p* < 0.01). Regarding genes with known variants between subspecies, *CD74*, *CD4*, and *LTBR* were differentially expressed. Specifically, *CD74* and *CD4* expression was higher in Chinese-origin monkeys compared to Indian origin (*p* < 0.1). Conversely, *LTBR* expression was significantly lower in these monkeys compared to those of Indian origin (*p* < 0.01). In the CER, expression of *RPE65* was also lower in Chinese-origin monkeys compared to Indian (*p* < 0.05). Additionally, *FADS2* expression was higher in Chinese-origin monkeys (*p* < 0.1). Higher expression of *CD4* (*p* < 0.1) and *CXCL12* (*p* = 0.06) was also observed in monkeys of Chinese origin. In the STR, 5 of the 12 genes were differentially expressed. Differentially expressed genes related to carotenoid uptake, transport, and metabolism included *BCO2* (*p* < 0.01), *ELOVL4* (*p* < 0.01), and *FADS1* (*p* < 0.1), all of which had higher expression in monkeys of Chinese origin. Differential expression of genes with known variants between Indian and Chinese origin included *CD4* (*p* < 0.1) and *LTBR* (*p* < 0.01), the former of which had higher expression and the latter, lower expression, in monkeys of Chinese origin compared to Indian origin. In Fig. 3, superscripts next to gene names indicate consistency in results between RNA-seq and RT-PCR analysis within each brain region.

**Fig. 3:**
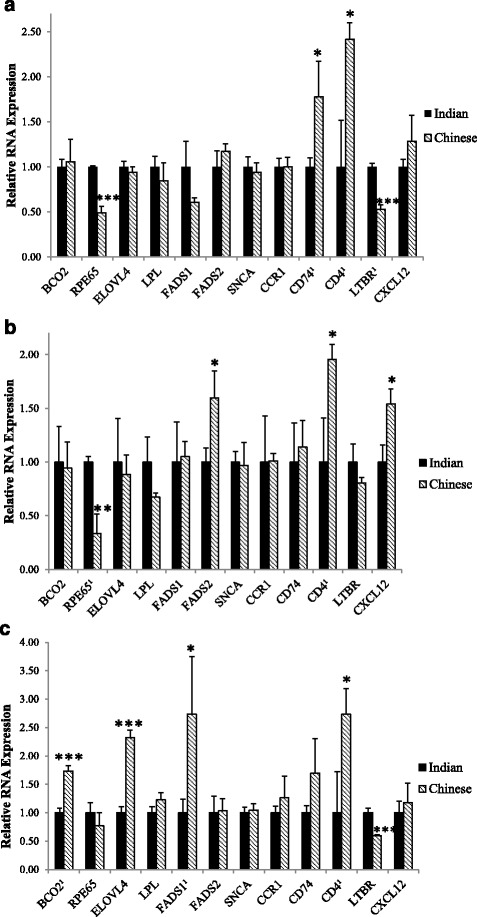
Relative Expression (±SEM) of genes selected for RT-PCR analysis in. **a** Prefrontal Cortex. **b** Cerebellum. **c** Striatum of Indian and Chinese-origin rhesus monkeys (*n* = 3 per origin). ***p < 0.01, **p < 0.05, *p < 0.1. ^*1*^ *Superscript* next to gene name indicates significant *p* value also observed in RNA-seq analysis for the same brain region

In order to examine the cross-sectional relationship between brain xanthophyll content and expression of genes involved in carotenoid and fatty acid metabolism, correlation analyses was performed for each brain region (Table 3). Results from this analysis indicate positive associations between xanthophyll concentration and *RPE65* expression in PFC and CER (*p* < 0.05). In STR, xanthophyll concentration was inversely associated with *BCO2* expression (*p* < 0.05) and *ELOVL4* (*p* < 0.1). Additionally, *FADS1* and *FADS2* were negatively associated with xanthophyll content in STR and CER, respectively (*p* < 0.1).

**Table 3:** Cross-sectional relationship between xanthophyll concentration (ng/mg protein) and gene expression (fold change) in rhesus monkeys of different origin in prefrontal cortex (PFC), cerebellum (CER), and striatum (STR) (*n* = 6)

	BCO2	RPE65	ELOVL4	FADS1	FADS2
Prefrontal cortex	–	0.84**	0.65	0.58	−0.67
Cerebellum	–	0.83**	–	–	−0.68*
Striatum	−0.86**	–	−0.68*	−0.77*	–

*P ≤ 0.1

**P < 0.05

## Discussion

### Xanthophyll status differs between rhesus monkeys of different origin

Indian-origin monkeys were found to have higher xanthophyll content in serum, with a combined 3.5 times greater concentration of xanthophylls, compared to monkeys of Chinese origin, despite eating the same stock diet. Although we cannot rule out a contribution of modest differences in preference for seasonal fruits and vegetables, it is much more likely that these differences are due to differing efficiencies in their ability to absorb, transport, and metabolize lutein and zeaxanthin.

Indian-origin monkeys were also observed to have higher xanthophyll concentrations in each brain region compared to Chinese-origin monkeys. However, variability within each group was high, particularly for the ST of Indian-origin monkeys. Therefore, origin does not account for all of the variability observed with neural lutein content among primates. In addition, monkeys of both subspecies tended to have lower levels of lutein in CER compared with PFC and ST, two regions more closely linked to cognitive function. Specifically, lutein is known to be related to improved working memory, executive function, and language in humans, all of which involve function of the PFC and STR [6, 33].

### Expression of carotenoid-related genes in rhesus monkey brain

As determined by PCR, differential gene expression analysis indicated region-specific differences in expression of four carotenoid metabolism genes in Chinese- versus Indian-origin monkeys. The CER had the fewest number of differentially expressed carotenoid-related genes, only *RPE65* and *FADS2*, which is consistent with this region having the smallest difference in xanthophyll concentrations (~2 times higher in Indian vs. Chinese) compared to the other regions (~3 times in PFC, ~5.5 in STR), which had a combined four differentially expressed genes (*BCO2*, *RPE65*, *ELOVL4*, *FADS1*). Our findings also indicate that brain xanthophyll concentration is directly associated with expression of these genes in a region-specific manner.

The *BCO2* gene encodes a mitochondrial enzyme responsible for the degradation of carotenoids. Evidence indicates that this enzyme is induced to prevent over-accumulation of carotenoids in mitochondria, which can lead to mitochondrial dysfunction and oxidative stress [34]. Higher expression of this gene in animals of Chinese origin versus Indian origin and an inverse correlation between xanthophyll concentration and *BCO2* expression in STR suggest that differences in neural xanthophyll content between origins may be due, in part, to differences in metabolism/degradation. The *RPE65* gene also encodes a carotenoid oxygenase, which has a well-established function in the retina as a critical participant in the visual cycle where it produces 11-*cis*-retinol [35]. This gene has been linked to macular pigment response to supplementation, and thus, it appears to be related to retinal lutein and zeaxanthin content in some capacity [17, 18]. Mutations in this gene are linked with blindness and retinal degenerations, including Leber congenital amaurosis and retininitis pigmentosa [36]. Our findings indicate that *RPE65* expression is also related to lutein and zeaxanthin content in the brain. However, it is not clear what function this enzyme possesses in brain tissue. Therefore, it is difficult to speculate on the relationship between brain xanthophyll content and *RPE65* expression at this time.

*FADS1* and *FADS2* encode the enzymes delta-5 desaturase and delta-6 desaturase, respectively. They are the rate-limiting enzymes and main determinants for the synthesis of long-chain polyunsaturated fatty acids (PUFA), including eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA), from their precursors [37]. *ELOVL4* mediates fatty acid elongation, in particular, the synthesis of very-long-chain PUFAs (carbon chain length 24–36), which are present in neural retina membranes. Circulating levels of EPA and docosapentaenoic acid (DPA) [38] and SNPs in all three genes are associated with MPOD [18]. Furthermore, *ELOVL4* mutations underlie autosomal-dominant Stargardt disease, a form of early-onset macular degeneration [39]. Given that lutein and zeaxanthin are likely taken up into the brain through similar mechanisms as in the eye, there may be a similar relationship in both tissues between long-chain PUFAs (particularly EPA and DHA) and xanthophyll concentrations (or vice versa). This evidence is also consistent with previous findings that brain concentrations of lutein and DHA may interact with one another to influence cognitive function in humans [40, 41]. One potential explanation for the inverse associations between xanthophyll concentration and expression of *ELOVL4*, *FADS1*, and *FADS2* may be a compensatory mechanism. That is, lower xanthophyll levels in the brain may trigger upregulation of enzyme expression to maintain functions common to xanthophylls and long-chain PUFAs, such as membrane fluidity or anti-inflammatory actions. However, the mechanisms underlying the relationship between brain lutein and PUFA composition remain unclear, and cause-and-effect relationships cannot be determined from these data.

### Brain expression of genes with SNPs between Indian- and Chinese-origin rhesus monkeys

Given the well-established genetic divergence between Indian- and Chinese-origin monkeys, we sought to determine whether genes with known SNPs between subspecies also differed in their expression levels in brain tissue. Our findings indicate that among the 27 identified genes with SNPs, three genes related to immune function (*CD4*, *CD74*, *LTBR*) and one related to chemokine expression (*CXCL12*) were differentially expressed between Indian- and Chinese-origin monkeys in a brain region-specific manner. *CD4* expression showed the most consistent expression differences, differing significantly in all three brain regions as evaluated by both RNA-seq and PCR. 

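By RNA-seq, CD4 was the gene of Table 2 that was higher in Chinese-origin monkeys in all 3 regions both before and after the median was subtracted. Its log2 fold changes in the authors' deposited table differed by 0.82 between PFC and CER (standard error 0.54, p = 0.125) and by -0.78 between CER and STR (p = 0.151), so no difference between the regions was shown. None of the Table 2 genes passed such a test of regions after adjustment over the named genes. In lists of other immune genes most members did not pass. Of 9 measured genes of MHC class II in STR, CD74 included, 3 were higher at q under 0.1 in the authors' deposited table, and 2 of 9 in PFC and 2 of 8 in CER, while 0 were lower. MAMU-DPA1, an alpha chain of class II, had a log2 fold change of 3.00 in CER (q listed as 0) and 1.94 in STR (q = 6.34e-08) in the authors' deposited table. CD8A, the coreceptor of cytotoxic T cells, was higher in PFC (1.02, q = 7.19e-04), CER (0.76, q = 0.0374) and STR (1.49, q = 2.60e-06) in the authors' deposited table. No other measured T cell gene passed q. The list's median was -0.07 in PFC, 0.74 in STR and -0.63 in CER, where it was positive with a minimum FPKM of 1.
Among microglial genes the median log2 fold change in PFC was 0.54, at percentile 100 of 10000 random gene lists matched on expression, and 1 of 12 measured members was higher at q under 0.1 in the authors' deposited table. Endothelial genes (0.50), immediate early genes (0.55) and red cell genes (0.59) also had medians above the central 95% of random lists in PFC. The microglial gene was P2RY12, a purine receptor of resting microglia (0.74, q = 0.0408 in the authors' deposited table). In STR the microglial member past q was the growth factor receptor CSF1R (0.67, q = 0.0640 in the authors' deposited table), and in CER none was. Of the MHC class I genes, B2M (0.57, q = 0.0224) and MAMU-F (0.55, q = 0.0438) were higher in PFC in the authors' deposited table, and 0 of 7 measured members in CER. Of the interferon-response genes 0 of 23 passed q in PFC by Cuffdiff (3 at an unadjusted p under 0.05), although their median of 0.34 lay at percentile 99.3 of random lists, and IFIT1 was lower in CER (-0.82, q = 0.0691 in the authors' deposited table). Adjusted over each list alone, 4 microglial, 3 class II, 2 class I and 0 interferon-response genes were higher in PFC. P2RY12, CSF1R, B2M and MAMU-F had q above 0.1 in the test relative to the median, whereas CD4 and CD8A stayed below it in PFC and STR.

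**Figure D3:**
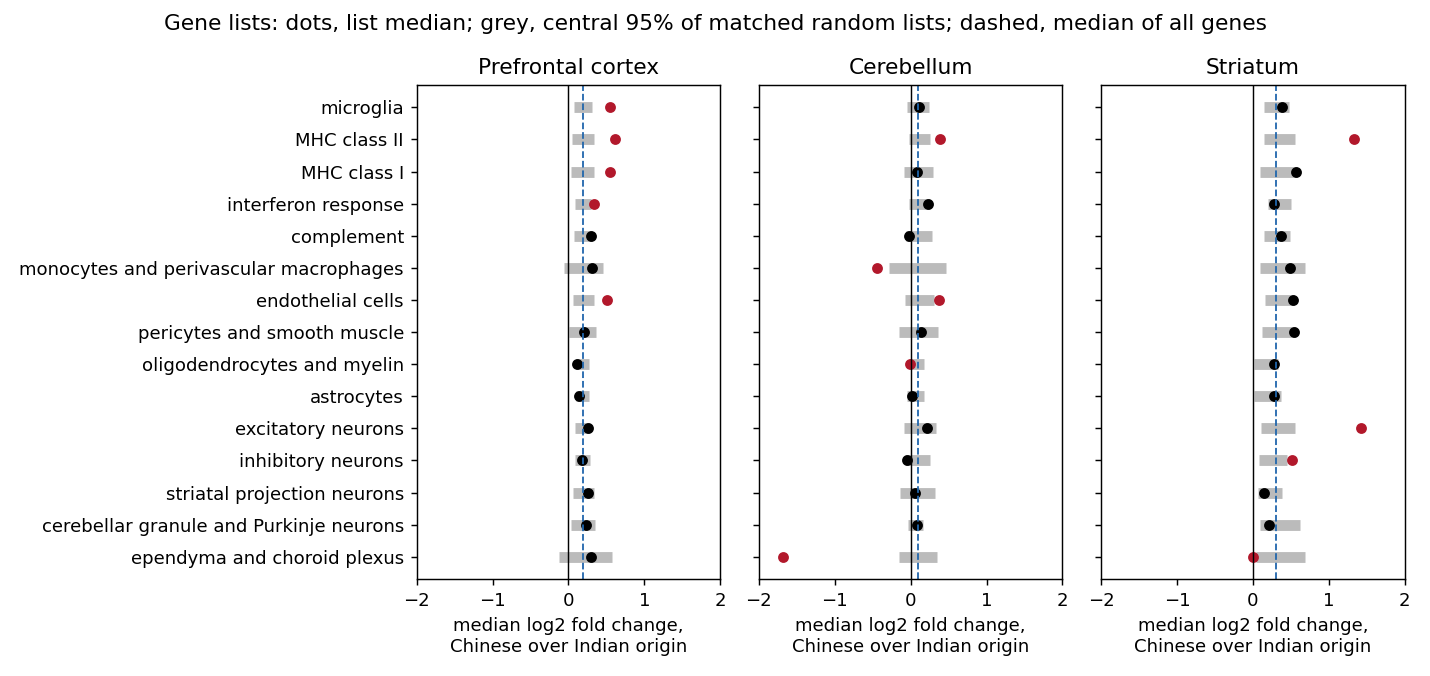
Median log2 fold change (Chinese over Indian origin) of each gene list in PFC, CER and STR, from the authors' deposited table. Grey bars hold the central 95% of 10000 random lists of equal size matched on mean FPKM, and red points lie outside them. The microglial list lies outside in PFC alone, and MHC class II in all 3 regions.

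The paper sets higher CD4, CD74 and CXCL12 and lower LTBR in Chinese-origin monkeys beside their known resistance to simian immunodeficiency virus, and proposes that these animals may have stronger immune responses, particularly to that virus.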

Higher expression of *CD4*, *CD74*, *CXCL12*, and lower expression of *LTBR* in Chinese-origin monkeys is consistent with what is known regarding simian immune-deficiency virus (SIV) infection and progression susceptibility in the two subspecies. Specifically, Chinese-origin monkeys are more resistant to SIV with slower disease progression than their Indian-origin counterparts [42–45]. Our findings support evidence that Chinese-origin monkeys may have stronger immune responses, particularly in the face of SIV infection.

Studies in diverse animal models (mice, dogs, cats, and birds) show enhanced immune responses with lutein supplementation [46]. With regard to HIV specifically, limited data indicates that circulating concentrations of lutein and zeaxanthin are lower in individuals with HIV versus controls [47]. However, all of these studies focused on systemic immune function, with no current evidence to date on the relationship between lutein and immunity in the brain. Research on age-related macular degeneration (AMD) in humans has provided evidence that the alternative complement pathway underlies the pathogenesis of AMD, and this pathway can be suppressed by the xanthophylls [46, 48]. Given that Chinese-origin monkeys may have more efficient immune systems than monkeys of Indian origin, it is possible they require, and therefore accumulate, less lutein and zeaxanthin for normal function in brain tissue.

## Conclusions

To our knowledge, this is the first study to explore the effect of genetic divergence (i.e., monkey subspecies based on geographic origin) on lutein concentrations and gene expression profiles in the primate brain. Findings from this study indicate that rhesus monkeys of Indian and Chinese origin differ in serum and brain lutein and zeaxanthin status despite eating the same standard stock diet during their adult life. Furthermore, neural xanthophyll content may be related to expression of genes involved in carotenoid and fatty acid metabolism in the brain. However, given that this is an exploratory pilot study, these results must be replicated with a larger sample size to confirm this relationship. Future studies determining whether these differences in gene expression actually translate to changes in protein expression should also be performed. Additionally, given that *RPE65* was consistently differentially expressed in the brains of monkeys of Chinese and Indian origin, functional studies determining the specific role of this protein in the brain are warranted in order to determine its relationship to the brain concentrations of lutein and zeaxanthin.

The first limitation of this cross-sectional, correlational study is that the results do not provide information on the causal effect of differences in gene expression due to origin on neural lutein and zeaxanthin status, or vice versa. Another limitation is that, unlike the Indian-origin monkeys, Chinese-origin monkeys were imported to the ONPRC as adults. Therefore, we cannot account for earlier long-term epigenetic (e.g., environmental and dietary) factors that may have influenced gene expression in these animals as adults. However, animals lived in the same environment and consumed the same diet for at least 3 years before termination, thus limiting the number of variables for a significant amount of time leading up to blood and tissue collection. A major strength of this study is that these results provide valuable knowledge regarding factors related to variability in carotenoid status, and in particular, lutein and zeaxanthin levels, among genetically diverse rhesus monkeys. This information should be considered when designing and implementing studies on carotenoids in rhesus macaques. Furthermore, numerous studies have linked neural xanthophyll concentrations, particularly lutein, to cognitive performance in humans [6, 8–11]. Therefore, our findings have important implications regarding the influence of genetics on the role of lutein (and zeaxanthin) in cognition in primates. However, future studies must be conducted to evaluate the association between differences in carotenoid-related gene expression profiles and carotenoid-related function in brain tissue in order to determine the functional impact of differences in brain xanthophyll status due to genetics on brain health, function, and overall cognition.

## Additional files

Additional file 1: Table S1. Mean number of reads (± SD) and quality score (PHRED format ± SD) for high and low lutein content in each brain region. **Table S2.** Primer sequences utilized in RT-PCR analysis. (DOCX 12 kb)
Additional file 2: Figure S1. Individual (A) lutein and (B) zeaxanthin concentrations (ng/mg protein) in the prefrontal cortex of Indian- and Chinese-origin rhesus monkeys (*n* = 6). **Figure S2.** Individual (A) lutein and (B) zeaxanthin concentrations (ng/mg protein) in the cerebellum of Indian- and Chinese-origin rhesus monkeys (*n* = 6). **Figure S3.** Individual (A) lutein and (B) zeaxanthin concentrations (ng/mg protein) in striatum of Indian- and Chinese-origin rhesus monkeys (*n* = 6). (DOCX 34 kb)

# Supplementary material for: Brain xanthophyll content and exploratory gene expression analysis: subspecies differences in rhesus macaque
**Source:** Genes Nutr. 2017 Mar 8;12:9. doi: 10.1186/s12263-017-0557-3
**Supplement:** Additional file 1: Table S1. — Mean number of reads (± SD) and quality score (PHRED format ± SD) for high and low lutein content in each brain region. Table S2. Primer sequences utilized in RT-PCR analysis.

**Additional file**

**Table S1.** Mean number of reads (± SD) and quality score (PHRED format ± SD) for high and low lutein content in each brain region

|  | Number of Reads | Mean Quality Score |
| --- | --- | --- |
| Prefrontal Cortex |  |  |
| Indian | 41,761,479 ± 3,293,565 | 34.80 ± 0.00 |
| Chinese | 43,522,584 ± 588,885 | 34.82 ± 0.02 |
| Cerebellum |  |  |
| Indian | 47,902,114 ± 4,730,013 | 34.85 ± 0.01 |
| Chinese | 50,180,395 ± 1,238,260 | 34.84 ± 0.01 |
| Striatum |  |  |
| Indian | 33,834,270 ± 3,448,786 | 34.81 ± 0.02 |
| Chinese | 39,881,422 ± 3,718,910 | 34.81 ± 0.01 |

**Table S2.** Primer Sequences Utilized in RT-PCR analysis

| Gene | Forward | Reverse |
| --- | --- | --- |
| *BCO2* | tggaccttgaggagaccatc | cccagcttatcccatctgaa |
| *RPE65* | gatgcttacgtacgggcaat | ttgtcggtaacctccactcc |
| *ELOVL4* | ttacactgactgccccttcc | gctcacaccatttgctgaaa |
| *LPL* | gctccttcatgtggcgtatt | gtcacacattgctggtggac |
| *FADS1* | gccaaccatgtgttcttcct | gacaagccaaaggctctcac |
| *FADS2* | cctaaaggtgggaggagacc | agagtgaagccagacccaga |
| *CCR1* | tttggtgtcatcaccagcat | gagcctgaaacagcttccac |
| *CD74* | ccaagtatggcaacatgacg | gcatccagctctcaaagacc |
| *CD4* | gaggtggaattgctggtgtt | agctgaggcacagagatggt |
| *LTBR* | tggcattctttctgctcctt | gggtagcaatggctctacca |
| *CXCL12* | agagccaacgtcaagcatct | ctttagcttcgggtcaatgc |
| *SNCA* | tgtgcccagtcatgacattt | ccacaaaatccacagcacac |
| *ACTG1* | gctcctgaaccagtttctgc | agtaacagcccacggtgttc |

# Supplementary material for: Brain xanthophyll content and exploratory gene expression analysis: subspecies differences in rhesus macaque
**Source:** Genes Nutr. 2017 Mar 8;12:9. doi: 10.1186/s12263-017-0557-3
**Supplement:** Additional file 2: Figure S1. — Individual (A) lutein and (B) zeaxanthin concentrations (ng/mg protein) in the prefrontal cortex of Indian- and Chinese-origin rhesus monkeys (n = 6). Figure S2. Individual (A) lutein and (B) zeaxanthin concentrations (ng/mg protein) in the cerebellum of Indian- and Chinese-origin rhesus monkeys (n = 6). Figure S3. Individual (A) lutein and (B) zeaxanthin concentrations (ng/mg protein) in striatum of Indian- and Chinese-origin rhesus monkeys (n = 6).

**Figure S1**. Individual (A) Lutein and (B) Zeaxanthin Concentrations (ng/mg protein) in Prefrontal Cortex of Indian- and Chinese-Origin Rhesus Monkeys (n=6).

**B**

**A**

**Figure S2**. Individual (A) Lutein and (B) Zeaxanthin Concentrations (ng/mg protein) in Cerebellum of Indian- and Chinese-Origin Rhesus Monkeys (n=6).

**B**

**A**

**Figure S3**. Individual (A) Lutein and (B) Zeaxanthin Concentrations (ng/mg protein) in Striatum of Indian- and Chinese-Origin Rhesus Monkeys (n=6).

**B**

**A**

How the deposited data were processed for this re-analysis (not part of the article)

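Brain RNA of 3 Chinese-origin and 3 Indian-origin rhesus monkeys was sequenced by the authors from PFC, CER and STR as single-end reads of 50 bases. The authors checked reads with FastQC, aligned them to mmul1 with TopHat for Illumina 1.5.0 on Galaxy and estimated expression and its differences with Cuffdiff, for which the labels give version 0.0.5. The paper's Table S1 gives the number of reads per group, and the depth of each library is unknown here.

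The authors' deposited table for each region holds 1 pooled FPKM per gene and origin, in fragments per kilobase of exon, scaled to library size. It also holds the authors' score for each gene, the Cuffdiff test statistic, signed as the log of Chinese over Indian FPKM. All log2 fold changes are given here as Chinese over Indian origin, the reverse of the deposited log2 column. The authors' deposited p-value of each gene equalled the two-sided normal p of that score to within 2.84e-06 at most in any region. The authors' deposited q-value equalled a Benjamini-Hochberg adjustment over the genes with a completed test to within 7.75e-05. The paper's text names a two-tailed Student's t test besides Cuffdiff, and the p-values used here are those of the deposited table. Genes numbered 30246 in PFC and CER and 30245 in STR, where 1 incomplete line was left out. The authors' deposited table gave 22265 genes a symbol in PFC, 749 more were named from the reference annotation through their identifiers, and 27 symbols that had been turned into dates were not used. In STR and in PFC alike, 15769 identifiers matched the reference.

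No counts and no values per monkey were analysed here, so no confidence interval from counts, exact test or test across monkeys was computed. The standard error of a log2 fold change is the deposited log2 fold change divided by the authors' score, with a median of 0.26 in PFC, 0.30 in CER and 0.33 in STR. It rests on Cuffdiff's model of the spread between 3 monkeys per origin. Genes with q under 0.1, the level the paper sets for the study, were counted per direction over the genes with a completed test. For the genes of Tables 1 and 2 the unadjusted level of 0.1 was used as in the paper, beside the q-value and a Benjamini-Hochberg adjustment over the list alone. A gene of Table 2 that enters these counts is not reported here. The shift common to all genes was taken as the median over genes with an FPKM of at least 1 in at least 1 origin, 14426 in PFC, 13874 in CER and 14282 in STR. In a second test, chosen after the data were seen, this median was subtracted and the two-sided normal p recomputed. Tested on simulated data with 200 changed genes per region, this second test recovered 112 genes in PFC, 105 in CER and 92 in STR at a log2 fold change of 1, with 12, 10 and 7 false calls. The simulation drew independent normal errors from the implied standard errors and 1 shift for all genes of a region. These are the assumptions of the test itself, so the simulation does not show how many calls are false in the real data.

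The genes named in the text are those of Tables 1 and 2, whose fold changes and p-values had been seen in the paper, the reference genes and LPL, the 12 largest changes per region and direction among genes with q under 0.1 and a symbol, and up to 4 members with the smallest p of each gene list. This rule, 33 gene lists of cell types and pathways, the comparisons and their alternatives were set before the data were examined. A list's median log2 fold change was taken over members with an FPKM of at least 0.5 in at least 1 origin and set against 10000 random lists of the same size, drawn within 100 ranks of each member's mean FPKM. Where a symbol had several loci, the one with the highest FPKM was used. A few other genes, called in all 3 regions or of the choroid plexus, were chosen after their values were seen. Origin effects were compared between regions as the difference of log2 fold changes over the root of the summed squared standard errors, adjusted over the named genes, which is approximate because the regions share the monkeys. Alternatives were other levels for q and p, a minimum FPKM of 1, a minimum fold change of 1.5, pseudocounts of 0.1 and 1, subtraction of the median, other loci, lists without their largest member, and standard errors widened by the root of 2. The carotenoid measurements, the correlations with xanthophyll concentration and the RT-PCR results of the paper were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.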

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

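The effect of origin differed between regions, by a test of the difference adjusted over the named genes, for 10 genes between PFC and CER, 13 between PFC and STR and 17 between CER and STR. Many of these genes were named for a large change in 1 region, which favours such differences, and with standard errors widened by the root of 2 only 3, 3 and 6 of them passed. Medians of 8 gene lists by region, of which MHC class II holds CD74 of the paper's Table 2, were passed by at most 5 of 10000 random lists matched on expression. All differences are of deposited log2 fold changes (Chinese over Indian origin) with no median subtracted. The tests of a common scale factor, of mitochondrial transcripts, of cortical or striatal tissue and of choroid plexus tissue were chosen only after the results were seen.

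Genes of cortical neurons were higher in Chinese-origin STR, where excitatory neuron markers had a median log2 fold change of 1.42 and the effect of origin differed between PFC and STR for SLC17A7 (-2.08), TBR1 (-2.25), NEUROD6 (-1.99), RORB (-1.16), CCK (-2.08), SLC30A3 (-2.95), TWIST1 (-2.97), STX1A (-1.01), KRT17 (-2.95), BHLHE22 (-2.84), ANKRD56 (-2.69) and ATP4A (-2.57). A candidate explanation is neighbouring cortical tissue in the Chinese-origin STR samples: of 85 genes at least 5 times higher in PFC than in STR, 97.6% lay above the STR median, 49 were higher and 0 lower at q under 0.1, and the implied share of cortical RNA had a median of 10.9%. Relative to the STR median, that share would put ADRBK2 at 0.23 (0.30 observed), FADS1 at 0.10 (0.32 observed), CXCL12 at 0.10 (1.38 observed) and CD4 at 0.06 (1.53 observed), and FADS2, ABCA1, SCARB1, BCO2, CCR1, NOS1 and CD74 between -0.12 and -0.01. A whole PFC sample in the place of 1 of the 3 STR samples cannot be judged from that share, whose upper quartile was 13.6%. The 85 genes were chosen by a mean STR FPKM that includes the Chinese-origin value. That choice leaves out genes raised most in Chinese-origin STR and may make the share too low. A difference between the origins in all regions is argued against by an excess of only 0.051 for the same genes in PFC, against 1.10 in STR. Loss of striatal tissue by the same share cannot be told apart from no loss, since 65 striatum genes lay at -0.10 relative to the STR median, between 0 and the -0.17 that the share would give. A difference between the origins or ages of the monkeys in the striatum itself stays open and was not tested.

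Choroid plexus genes were lower in Chinese-origin CER, with a list median of -1.69, and the effect of origin differed between PFC and CER for KL (2.06) and CLIC6 (2.47) and between CER and STR for KL (-1.99). TTR, KL, FOLR1 and CLIC6 were lower at q under 0.1 and OTX2 did not pass (-0.62, standard error 0.37), with a common log2 fold change of -1.59 (standard error 0.14) over the 5, while the other 2 measured members of the list, genes of cilia, were left out of it. Choroid plexus tissue in the Indian-origin CER samples and a change of these genes in the tissue itself cannot be told apart. Of 16 further choroid plexus genes 10 were measured in CER, 8 of them below the CER median and 3 lower at q under 0.1, with a median -1.33 from that of CER, but values of some called genes had been seen when the genes were chosen, and without the called ones 5 of 7 lay below it, with a median log2 fold change of -0.75 at percentile 0.21 of random lists. TTR had an FPKM of 2059.5 in Indian-origin CER, and was also lower in Chinese-origin PFC (-1.84, q = 3.46e-04 in the authors' deposited table). For RPE65 the same source and a change of its own cannot be told apart, since its log2 fold change lay 0.53 standard errors from the common value, while its FPKM in PFC and STR, where TTR is scarce, was no lower than in CER. A difference between the origins in the choroid plexus or cerebellum was not tested.

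Most genes with q under 0.1 were higher in Chinese-origin PFC (88.2%) and STR (96.3%), against 61.3% in CER. In PFC this is consistent with a common scale factor between the origins, since the median log2 fold change varied by only 0.042 over 8 classes of mean FPKM. In STR it varied by 0.28, from 0.45 in the lowest class to 0.18 in the highest. This argues against a common factor as the only source in STR, since such a factor gives every class the same median. A common factor joined to an effect that depends on expression was not tested. A larger share of mitochondrial transcripts in Indian-origin STR stays open, because 3 of the 11 mitochondrial mRNAs matched by symbol had a test with an FPKM above 0 in both origins. Of 21 mitochondrial genes longer than 75 bases, 14 in STR were flagged as holding too many fragments for a test. For all 14 the Indian-origin FPKM was listed at 0, and for some the Chinese-origin FPKM as well, so their share is unknown. Short mitochondrial genes of 59 to 75 bases, near the read length, were left out of the test. In STR 13 of the 17 were lower and 2 higher in Chinese-origin monkeys at q under 0.1. Where both origins had an FPKM above 0, their median log2 fold change was -4.09. The share of fragments they took was not computed. A general difference in expression between the origins was not tested.

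Between PFC and CER, the effect of origin also differed for TMEM196 (2.47), PTGFR (2.03), SEMA3A (2.17), FBLN1 (0.61) and the Purkinje cell gene PCP2 (3.64), which were lower in Chinese-origin CER than the PFC effect would give, and for the Wnt inhibitor WIF1 (-2.99), MAMU-DPA1 (-2.20) and C21ORF56 (-2.78), which were higher. Between CER and STR it differed for TMEM196 (-3.04), PTGFR (-2.37), SEMA3A (-2.61), FBLN1 (-0.88), COL3A1 (-1.23), SLC17A7 (-2.07), SLC30A3 (-2.98), ATP4A (-2.51), BHLHE22 (-3.13), STX1A (-1.17), NEUROD1 (-2.26), SYN2 (-0.82) and ANKRD56 (-2.69), and in the other direction for WIF1 (2.95), the synaptic adhesion gene SLITRK6 (2.63) and MAMU-DPA1 (1.06). Between PFC and STR it differed for the transcription factor ZBTB20 (1.79), which was lower in Chinese-origin STR.

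Of the gene lists, microglia (0.54), MHC class II (0.62), endothelial cells (0.50) and immediate early genes (0.55) had median log2 fold changes above those of random lists in PFC, and MHC class II (1.34) in STR. Cytosolic ribosomal proteins had a median of 0.010 in STR, below random lists, over 63 measured genes of which none passed q under 0.1 and none an unadjusted p under 0.05 by Cuffdiff.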

How the results depend on the processing

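Subtraction of the median with a new test, the removal of cortex genes from STR and FPKM rounded to 2 decimals were chosen after the results were seen, while the other alternatives here were planned. No paired analysis was possible because the deposited columns carry no values per monkey, and for the same reason no replicate was left out in turn and no replicate block was run. The counts of genes with q under 0.1 kept within 1.5 times their value at q under 0.05 (412 in PFC, 212 in CER, 707 in STR), with a minimum FPKM of 1 and its own adjustment (544, 245 and 1009), and in STR without genes 5 times higher in PFC (914). Where a minimum change of 1.5-fold was set, 134 genes passed in PFC (85 higher), 155 in CER (73 higher) and 577 in STR (541 higher), by construction fewer. Median-subtracted direction alone took the lower STR genes from 36 to 76. With a new test after subtraction, 154 genes passed in PFC (59 higher, 95 lower, 113 of them among the 517), 192 in CER (74 higher, 164 among the 256) and 186 in STR (114 higher, 72 lower, 146 among the 968). Subtraction lowers every log2 fold change by the same amount, which accounts for the fewer higher genes.

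Of Table 1 genes, adjustment over the list alone left 1 in PFC, 0 in CER and 2 in STR, the deposited q left 0 in PFC, 0 in CER and 0 in STR, an unadjusted p under 0.05 left 2 in STR, and the test after subtraction gave 2 in STR, both lower and neither among the 5 higher genes before it. Of Table 2 genes, the list alone left 2 in PFC, 0 in CER and 3 in STR, the deposited q left 2 in PFC, 0 in CER and 3 in STR, p under 0.05 left 4 in STR, and the test after subtraction 3 in STR. At an unadjusted p under 0.05 in both regions, 328 genes shared their direction in PFC and CER and 12 did not, 896 and 3 in PFC and STR, and 393 and 23 in CER and STR. With standard errors widened by the root of 2, differences between regions passed for 3 genes in PFC and CER, 3 in PFC and STR and 6 in CER and STR. Apart from the looser level for p and the wider errors, which act by construction, the cause was not tested.

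Among 870 log2 fold changes of named genes, subtraction of the median kept 635, moved 151 that had no call, ended 76 calls, added 5 and reversed 3: SCARB1 in STR (-0.043), ACTG1 in PFC (-0.014) and MOG in STR (-0.10). A pseudocount of 1 left 741 of them in place and moved 129, and a pseudocount of 0.1 moved 33. For genes of Tables 1 and 2, rounded FPKM kept 125 of them and moved 3 that have no standard error. Among 94 list medians, subtraction kept 36, moved 56, some of them across 0, and reversed 2 that lay outside the range of random lists in STR, ependyma and choroid plexus (-0.30) and cytosolic ribosomal proteins (-0.30). A minimum FPKM of 1 reversed T cells in CER (0.76). Depth limits these results through the 11505 genes in PFC, 11328 in CER and 11562 in STR with too few reads for a test.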

Differences from the paper's values

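No test in this part beyond the fold change from FPKM rounded to 2 decimals was chosen after the values were seen. Of 128 fold changes in Tables 1 and 2 that could be compared, 14 differed from those of the deposited table by more than 2%, and of 129 p-values 5 differed by more than 1.5 times.

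In Table 1, the paper's fold change of BCO1 in CER is 2.75 and the value here 2.37, the paper's ABCG5 in CER 1.17 against 1.20 here, and the paper's LIPC in CER 1.38 against 1.31 here. In Table 2, the paper's XCL1 is 1.43 in PFC against 1.50 here and 3.57 in STR against 3.64 here, and the paper's CCR4 is 1.50 in PFC against 1.44 here and 1.27 in CER against 1.32 here. The paper's IL2RA is 1.89 in CER against 2.01 here and 1.00 in STR against -1.03 here, and the paper's CD4 in CER is 1.66 against 2.09 here. The paper's CD44 in CER is -1.12 against -1.25 here, and the paper's SLC6A4 is 1.67 in PFC against 1.79 here, -3.23 in CER against -2.92 here and -1.75 in STR against -1.59 here. Of the alternatives set before the data were examined, the locus with the smallest p left all 14 apart, pseudocounts of 1 and 0.1 each brought IL2RA in STR to the paper's value and left the other 13 apart, and subtraction of the median brought IL2RA in CER (1.88) to it and left the other 13 apart. With FPKM rounded to 2 decimals, an alternative chosen after the values were seen, 11 of the 14 met the paper's values, it dropped 0 of the genes the paper calls, and XCL1 in PFC, CD4 in CER and CD44 in CER stayed apart.

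The paper's p-values are 0.99 for BCO1 in CER and 0.488 in the authors' deposited table, 0.99 for ABCG5 in PFC and 0.463 there, 0.42 for XCL1 in PFC and 0.214 there, 0.50 for IL2RA in PFC and 0.218 there, and 0.05 for NPY in CER and 0.0249 there. The locus with the smallest p, the alternative set before the data were examined that applies to these, left all 5 apart. Among the 5, BCO1 in CER and both ABCG5 and IL2RA in PFC had too few reads for a completed test in the authors' deposited table. For IL2RA in PFC the paper gives a fold change, while the authors' deposited table lists its Chinese-origin FPKM at 0 and its Indian-origin FPKM at 0.162, so no fold change is given here.

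The paper's text gives CD4 and CD74 a p of at most 0.0001 in all 3 regions, while the paper's own Table 2 prints p = 0.008 and 0.09 for CER. In the authors' deposited table p was 0.00755 for CD4 and 0.0873 for CD74 in CER, while it was 1.45e-07 and 1.02e-04 in PFC and 5.93e-07 and 4.33e-06 in STR. The paper also states that CD4, CD74 and CXCL12 all passed a strict q in PFC and STR. The authors' deposited table has q = 0.711 for CXCL12 in PFC and 0.0186 in STR, while CD4 and CD74 had q of at most 0.00707 in both regions. The paper describes the immune gene differences as specific to brain regions, on RNA-seq together with RT-PCR, which was not analysed here. In the test of the difference between regions by RNA-seq alone, none of CD4, CD74, LTBR and CXCL12 passed after adjustment over the named genes. CXCL12 was the nearest, between CER and STR (adjusted p = 0.251 from the authors' test statistics). That test is approximate, and not passing it does not show that the regions are alike.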

Other observations

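A few genes of neurons, vessels and glia differed between the origins outside the genes that the paper discusses, and in this part the test after subtraction of the median and the choice of genes called in all 3 regions came after the results were seen. Immediate early genes, which follow neuronal activity, were higher in Chinese-origin PFC: 3 of 12 measured members passed q under 0.1, among them EGR1 (0.63, q = 0.00171) and JUNB (0.56, q = 0.0526) in the authors' deposited table. In STR their median was 0.59 with 0 past q and 4 at an unadjusted p under 0.05 by Cuffdiff, and in CER NR4A3 was lower (-0.39, q = 1.30e-04 in the authors' deposited table). Endothelial genes had medians of 0.50 in PFC, 0.38 in CER and 0.52 in STR, and the glucose transporter SLC2A1 of the blood-brain barrier was higher in PFC (0.48, q = 0.0463 in the authors' deposited table). Pericyte and smooth muscle genes had medians of 0.20, 0.13 and 0.54 in the same order, with RGS5 higher in STR (0.73, q = 0.00341 in the authors' deposited table), and fibroblast genes 0.08, -0.12 and 0.65, with FBLN1 lower in CER and higher in STR. Inhibitory neuron genes had medians of 0.18, -0.05 and 0.51, with VIP higher in STR (1.52, q = 0.0789 in the authors' deposited table), and striatal projection neuron genes 0.26, 0.05 and 0.15. VIP was among the 85 genes at least 5 times higher in PFC than in STR, of which 83 lay above the STR median in Chinese-origin STR. Granule and Purkinje neuron genes stood at 0.23, 0.08 and 0.21. Of the glia, oligodendrocyte genes had medians of 0.11, -0.01 and 0.28, their precursors 0.16, 0.10 and 0.29, and astrocytes 0.13, 0.01 and 0.28. ASPA, which breaks down N-acetylaspartate in oligodendrocytes, was higher in PFC (0.95, q = 7.21e-04) and STR (0.90, q = 0.00491), and the astrocytic glutamate transporter SLC1A2 in PFC (0.38, q = 1.76e-04) and STR (0.48, q = 0.0212), in the authors' deposited table. Only ASPA in PFC kept q under 0.1 among EGR1, JUNB, SLC2A1, RGS5, VIP, ASPA and SLC1A2 after the median was subtracted.

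Genes of blood cells gave few calls. T cell genes had medians of -0.07 in PFC, -0.63 in CER (0.76 with a minimum FPKM of 1) and 0.74 in STR, with CD8A alone past q, and monocyte and perivascular macrophage genes 0.32, -0.45 and 0.49 with none past q. Cytotoxic cell genes had medians of 1.36 in CER and 0.74 in STR over 3 measured members with none past q, and B cell genes were too few to describe. Haemoglobin HBB was higher in PFC (0.59, q = 0.0776 in the authors' deposited table), where red cell genes had a median of 0.59, against 0.37 in STR. Complement genes had medians of 0.29, -0.03 and 0.36, and interferon-response genes 0.34, 0.23 and 0.28. Heat shock genes (0.20, 0.03 and 0.25) and hypoxia genes (0.19, 0.04 and 0.23) had no member past q in any region. Antioxidant enzymes had medians of 0.18, 0.02 and 0.18, with GSTM3 higher in PFC (0.40, q = 0.0635) and GPX1 in STR (0.95, q = 0.0788) in the authors' deposited table. Mitochondrial mRNAs had medians of -0.02, -0.92 and -0.14 over 3, 6 and 3 measured genes, and ND1 was lower in CER (-1.53, q = 0.00891 in the authors' deposited table). Of 21 mitochondrial genes longer than 75 bases, 14 in PFC, 8 in CER and 14 in STR were flagged as holding too many fragments for a test. All of these had the Indian-origin FPKM listed at 0, so the medians rest on the mRNAs that were not flagged. Cytosolic ribosomal protein genes had medians of 0.17 in PFC and 0.00 in CER.

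Many genes differed by origin alike in several regions, which share the monkeys. At q under 0.1, 51 genes were higher and 26 lower in all 3 regions. Of the 51, the replication factor gene DSCC1 had log2 fold changes of 4.62 in PFC, 6.33 in CER and 4.95 in STR, and the lysosomal glucuronidase GUSB 1.52, 1.87 and 1.89, in the authors' deposited table. Indian-origin DSCC1 had an FPKM of only 0.066, 0.042 and 0.055 in the same order, so the size of its fold changes is uncertain. Of the 26, FGD3 had log2 fold changes of -3.65, -3.01 and -3.01, the kinetochore gene CENPT -2.64, -2.57 and -2.31, and the thioesterase OLAH -2.05, -2.34 and -2.20, in the authors' deposited table. Another 13 of the 26 were short mitochondrial genes of 59 to 75 bases, near the read length. Between PFC and STR, 232 genes were higher in both (21.3 by chance), 25 lower in both (0.0941 by chance) and 0 opposite. Between PFC and CER the counts were 63 higher (3.12 by chance), 28 lower and 0 opposite, and between CER and STR 88 higher (7.34 by chance), 22 lower and 6 opposite. Across genes, which are not independent replicates, log2 fold changes of PFC and STR had a Pearson r of 0.52 and a Spearman rho of 0.39.

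Among the larger changes by region were BPIFA2 (-7.01) and POMC (2.21) in PFC, NPVF (-4.12) and the macrophage gene SIGLEC1 (1.89) in CER, and CRHR2 (6.14) in STR, all with q under 0.1 in the authors' deposited table. Of the genes the authors tested as RT-PCR controls, ACTG1 had log2 fold changes of 0.18 in PFC (p = 0.0839), 0.05 in CER (p = 0.695) and 0.41 in STR (p = 0.0155) in the authors' deposited table, which lists this locus as ACTB, and -0.01, -0.05 and 0.10 after the median was subtracted. ALG9 had log2 fold changes of 0.49 in PFC (p = 0.0492), 0.36 in CER and 0.43 in STR in the authors' deposited table. RPL13A had -0.63, -0.99 (p = 0.00668) and -0.73 there, and LPL 0.51 in STR (p = 0.0248 in the authors' deposited table).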
